A study of Mus musculus with 24 samples. Its data were reported in "ATAD2 mediates chromatin-bound histone chaperone turnover" (2026).

How the data were processed

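Whole testes were taken from wild-type (WT) and homozygous *Atad2* knockout (KO) mice on postnatal days 20, 22, 24 and 26, and ribosome-depleted, strand-specific total RNA libraries were sequenced as read pairs. Of the 24 libraries, 4 WT and 4 KO came from each of days 20 and 22, and 2 WT and 2 KO from each of days 24 and 26. Groups and replicate numbers were taken from the sample labels. The text of the study gives fewer replicates at day 20 than the labels do, and all libraries of the labels were used. Libraries are named here by genotype, day and replicate, as in WT_d20_2.

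The authors aligned the reads to mouse genome build mm10 with STAR 2.7.11b and counted read pairs in exons with HTSeq 2.0.5, using the strand, requiring the whole pair to lie within 1 gene and discarding pairs that aligned to more than 1 place. The deposited values are raw counts per gene symbol, 1 table per library, not normalized and not pooled. The version of the gene models behind the tables was not stated. Each table listed 24456 genes and 5 tallies of pairs that were not assigned to a gene. The tallies were kept out of library sizes and tests. They hold a large share of the pairs: those that overlapped no exon in the counted way took 45.1% to 58.5% of all pairs in a table, as total RNA with unspliced transcripts can give, those with several alignments took 4.74% to 13.7% and ambiguous pairs took 0.132% to 0.229%. Because pairs with several alignments were discarded, genes with near-identical copies are under-counted, and their values are uncertain. This applies to ampliconic genes of the X and Y chromosomes and to the haemoglobin genes *Hba-a1*, *Hba-a2*, *Hbb-bs* and *Hbb-bt*, which were listed at 0 in every library.

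The assigned counts summed to between 10709667 in WT_d20_2 and 19491935 in WT_d22_4, and 17974 to 19381 genes had a count in a library. At these depths 3 counts correspond to about 0.316 CPM (counts scaled to a common library size) in the shallowest WT library of day 20. A gene with 3 counts or fewer in every library of a group was treated as being at the floor of detection, and a fold change against such a group was computed against the floor and is given as a lower bound. Intervals for shares of counts in a single library are Wilson intervals at the 95% level. Read pairs carry no molecular identifiers, so intervals and floors cover counting error only. No pair of libraries within a group agreed within sampling noise, and all 24 were kept.

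Genes were placed on the genome by symbol with the GENCODE M21 annotation of the same build. Of the symbols, 23378 matched directly, 690 matched through an older symbol, 277 were placed through RefSeq and 111 were not placed. All coordinates are 1-based on mm10.

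Differential expression was tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with limma 3.58.1. Counts were scaled by the trimmed mean of M values (TMM), genes were kept by the filterByExpr function at its minimum count of 10, which left 17170 genes, and a robust fit with 1 coefficient for each of the 8 groups was made over all 24 libraries. All groups share 1 estimate of the spread, because 2 of the days have 2 libraries per genotype. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene is called changed at an adjusted p-value under 0.05. The contrasts were KO against WT at each day, the unweighted mean of the 4 daily differences, a joint test of the 3 contrasts that compare the KO effect at days 22, 24 and 26 with that at day 20, and day 26 against day 20 within each genotype. The study normalized its counts with DESeq2 and used the package SARTools for differential expression, and DESeq2 1.42.0 was run here as an alternative.

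Sex-chromosome genes were all 740 tested genes on X (729) or Y (11), set against 16382 autosomal genes. Preranked gene set enrichment was run with gseapy 1.3.1 on the signed square root of the F statistic, with 1000 gene permutations and seed 1, so that 0.001 is the smallest p-value it can give. Its normalized enrichment score (NES) is negative where the set lies among genes lower in KO. Gene permutations ignore correlation between genes. The camera test with its preset correlation of 0.01, camera with an estimated correlation, and fry were therefore run beside it. A sex-chromosome score per library was the median over X and Y genes of log2 TMM-scaled CPM, with a prior count of 2, centred per gene on all libraries, minus the same median over autosomal genes. Scores for 10 cell-type marker lists were means of the same centred values. The lists stand for Sertoli cells, Leydig cells, peritubular cells, spermatogonia, early meiosis, pachytene, round spermatids, elongating spermatids, blood and epididymis. A stage score was the round spermatid list score minus the pachytene list score. Scores were compared by exact two-sided permutation tests in which labels were exchanged within days, giving 176400 relabellings and a smallest possible p-value of 1.13e-05. Within days 20 and 22 there are 70 splits and the smallest p-value is 0.0286. Within days 24 and 26 there are 6 splits, the smallest p-value is 0.333, and no test can reach 0.05. The marker lists were adjusted together as 10 tests.

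A list of 29 genes of histone chaperones and of the replacement of histones in spermatids was fixed with the marker lists, and 28 of them were tested. *H2al2a* was not analysed here. Genes named in the text follow a rule: *Atad2*, each gene of that list that passed at a day when adjusted over the list alone, and at each day the 3 largest rises and 3 largest falls among changed genes with a mean log2 CPM of at least 0 and no overlap between the genotypes. Lists, tests, alternatives and this rule were fixed before the data were examined. Lists of genes that respond to loss of histone H3.3 in spermatids were not used here.

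The fits and the enrichment were tested on simulated counts drawn for the same 17170 genes and library sizes with 200 genes changed. edgeR recovered 85.5% of them at day 20, 83.5% at day 22, 60% at day 24, 58% at day 26 and 95% over the mean of the days, with 1.7% to 7.7% of calls false. DESeq2 recovered 70.5% to 95.5%, with 9.2% to 21.2% of its calls false. The simulated genes changed alike at all days, so the power of the joint test of differences between days was not measured. Every gene was drawn independently around the same mean at all days, and the changed genes were picked above a minimum mean level. The simulated libraries thus had no age effect, no spread of testes along the wave and no correlation between genes. The shares of false calls therefore do not cover false calls that come from spread shared between genes. A simulated shift of -0.3 in the 740 sex-chromosome genes at day 26 came back as a score difference of -0.299 and an NES of -3.33, whereas an unshifted day gave an NES of 1.183 with a p-value of 0.0453.

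The alternatives were DESeq2, the size factors of DESeq2 in edgeR, no filter or a filter at a mean CPM of 1, each day fitted alone, the replicate number as a block, mitochondrial genes left out, the stage score as a covariate, other set tests, sets and rankings, a prior count of 0.5, means and medians exchanged, a fold of 1.5 in place of 1.2, and each library left out in turn. The epididymis score as a covariate was added after the data were seen. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest.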

Results

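The transcriptome of mouse testis was followed through the first spermatogenic wave in WT and *Atad2* KO mice. ATAD2 is a chromatin factor with an ATPase domain and a bromodomain, and the study asked how its loss alters transcription as post-meiotic cells appear. At day 20 few spermatids are present, and they accumulate over days 22, 24 and 26. RNA from whole testis therefore reports both on transcription and on which cells are present. The counts assigned to genes ranged from 10709667 to 19491935 per library. The library WT_d20_2 stood apart by its composition: pairs with several alignments made up 13.7% of the table (95% Wilson interval 13.669% to 13.691%) and mitochondrial ribosomal RNA made up 3.26% of the gene counts (3.25% to 3.27%). The first principal component of the libraries carried 67.5% of the variance.

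The targeted gene was examined in every library first. *Atad2* lies on chromosome 15 from 58094044 to 58135082, on the minus strand. At day 20 its level was 34.0 ± 3.01 CPM in KO and 109 ± 42.6 CPM in WT (SD, n = 4 each). At day 22 it was 38.9 ± 5.31 CPM in KO and 84.8 ± 8.93 CPM in WT (SD, n = 4 each). At day 24 it was 44.3 ± 1.65 CPM in KO and 119 ± 18.6 CPM in WT, and at day 26 52.7 ± 0.382 CPM in KO and 125 ± 18.3 CPM in WT (SD, n = 2 each). At each day the highest KO library lay below the lowest WT library. The log2 fold changes were -1.67 (SE 0.184) at day 20, -1.13 (SE 0.181) at day 22, -1.43 (SE 0.257) at day 24 and -1.25 (SE 0.255) at day 26. Their adjusted p-values in edgeR were 5.7e-05, 0.00233, 0.0222 and 0.0628, so that the last did not pass the threshold. Over the mean of the 4 days the log2 fold change was -1.37 (SE 0.112, adjusted p = 1.23e-07). The day 20 value moved most when WT_d20_2 was left out, to -1.38, and in the same fit the day 26 fall passed the threshold (-1.23, adjusted p = 0.000957). With each day fitted alone the day 20 fall missed the threshold (-1.68, adjusted p = 0.0645) and the day 26 fall passed it (-1.24, adjusted p = 0.000329). The counts are per gene and do not separate exons, so what remains in KO includes any transcript made from the targeted allele.

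**Figure D1:**
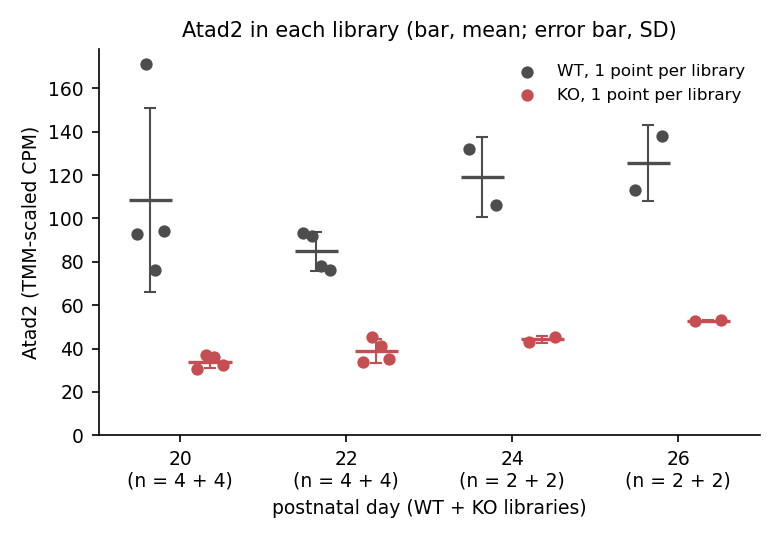
TMM-scaled CPM of *Atad2* in each library by postnatal day (points, libraries, WT in grey and KO in red, with group means and SD). The KO libraries reach at most 53.0 CPM and the WT libraries start at 76.1 CPM.

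The number of genes that differed between genotypes was not the same at each day. At day 20, 573 of 17170 genes were changed in KO, of which 511 were higher and 62 lower. At day 22, 431 genes were changed, 217 higher and 214 lower. At day 24, 15 genes were changed, 3 higher and 12 lower. At day 26, 8 genes were changed, all lower, while 1979 genes had an unadjusted p-value under 0.05 where 858.5 are expected by chance. Over the mean of the 4 days 1215 genes were changed, 604 higher and 611 lower. These counts rest on few libraries. Without WT_d20_3 the day 20 count was 151, the day 22 count was 60 without WT_d22_4 (6 higher and 54 lower) and 858 without KO_d22_1 (495 higher and 363 lower), without WT_d20_2 the day 24 and day 26 counts were 23 and 103, and without WT_d24_2 the count over the mean of the days was 302. Of the changed genes, 93 at day 20 and 47 at day 22 had every WT library at or under 3 counts, so that their size of change is known only as a lower bound. Among the alternatives, fitting each day alone moved the counts most at day 20 (3 genes), day 22 (65 genes, 7 higher and 58 lower) and day 26 (1984 genes, 1192 higher and 792 lower). The stage score, a measure of the cells present that is described further on, moved them most as a covariate at day 24 (67 genes) and over the mean of the days (237 genes).

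Of the 573 genes changed at day 20, 43 were also changed at day 22, all with the same sign. Taking signs alone, 88.1% of the day 20 genes had the same sign at day 22, 45.9% at day 24 and 60.7% at day 26. Of the 431 genes changed at day 22, 94.7% had the same sign at day 24 and 80% at day 26. A joint test of whether the KO effect differs between days passed 1 gene, *Gm6408* (adjusted p = 0.0358 in edgeR), with 1556 genes at an unadjusted p-value under 0.05. Of the 16 fits that each left out a library of day 20 or 22, 12 passed 0 genes, and the fit without KO_d20_2 passed 140. For comparison, age alone changed 7292 genes between days 20 and 26 in WT (4183 higher and 3109 lower) and 8955 genes in KO.

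The genes *4933406K04Rik*, *A330076C08Rik*, *Arfgef3*, *Asb4* and *Mdga2* were changed at all 4 days, each lower in KO. *Mdga2* is outside the naming rule and was picked for this property after its values were seen. *Asb4*, on chromosome 6 from 5383386 to 5433022, had log2 fold changes of -2.31 (SE 0.299), -3.56 (SE 0.306), -2.79 (SE 0.416) and -2.60 (SE 0.408) at days 20, 22, 24 and 26. *A330076C08Rik*, on chromosome 13 from 44185760 to 44216487, had -2.57 (SE 0.256), -3.11 (SE 0.252), -3.09 (SE 0.36) and -2.43 (SE 0.347). *4933406K04Rik*, on chromosome 12 from 106685607 to 106716362, had -3.11 (SE 0.311), -3.06 (SE 0.308), -2.36 (SE 0.393) and -2.26 (SE 0.373). *Arfgef3*, on chromosome 10 from 18581839 to 18743949, went from -1.16 (SE 0.21) at day 20 to -2.51 (SE 0.306) at day 26, and *Mdga2*, on chromosome 12 from 66466060 to 67222549, from -1.06 (SE 0.193) to -1.70 (SE 0.26). Their adjusted p-values in edgeR at the 4 days lay between 7.49e-07 and 0.0194. Over the mean of the days the adjusted p-value was lowest for *A330076C08Rik*, at 5.3e-10.

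**Figure D2:**
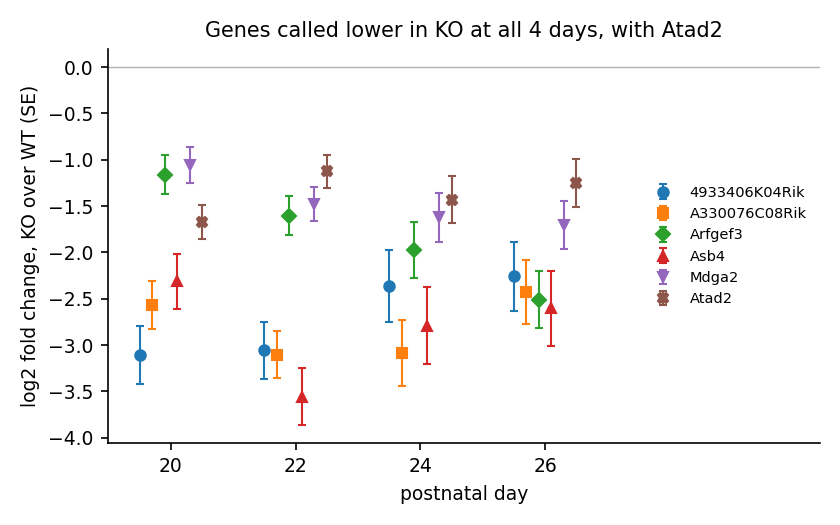
Log2 fold change of KO over WT at each postnatal day for the genes called lower at all 4 days, and for *Atad2* (points, fitted values, with SE). The fitted values of *Asb4* range from -3.56 to -2.31, and those of *Atad2* from -1.67 to -1.13.

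Other falls named by the rule were *Nps* at day 20 (log2 fold change -2.74, SE 0.393, adjusted p = 0.000979), *Kcnab1* at day 22 (-3.90, SE 0.689, adjusted p = 0.00761), *Grin2b* at day 22 (-3.52, SE 0.581, adjusted p = 0.00325) and *Ptpro* at day 26 (-2.56, SE 0.33, adjusted p = 0.00118). *Nps* is on chromosome 7 from 135258703 to 135272942, *Kcnab1* on chromosome 3 from 65109384 to 65378223, *Grin2b* on chromosome 6 from 135713233 to 136173511, and *Ptpro* on chromosome 6 from 137252319 to 137463233. The largest rises at day 20 were *Gm5347*, *Pitpnm2os1* and *4930440C22Rik*, with no count in any WT library. Against the floor they were at least 2.85-fold, 2.5-fold and 1.82-fold higher in KO. Their KO counts were 11, 2, 21 and 19 for *Gm5347*, 3, 4, 21 and 19 for *Pitpnm2os1*, and 5, 4, 13 and 12 for *4930440C22Rik*. In KO_d20_2 each lay under the floor of 0.316 CPM, and the bounds rest most on KO_d20_3 and KO_d20_4. At day 26 their log2 fold changes were -0.13, -0.50 and 0.11, none past the threshold. The largest rises at day 22 were *1700027F06Rik*, *4930448K20Rik* and *4930533B01Rik*, again with no count in the 4 WT libraries of that day, and they were at least 3.89-fold, 2.96-fold and 1.89-fold higher. Their KO counts were uneven: 1, 43, 16 and 3 for *1700027F06Rik*, 1, 33, 11 and 3 for *4930448K20Rik*, and 2, 24, 4 and 1 for *4930533B01Rik*. The bounds are for the mean of the KO libraries and rest largely on KO_d22_2. In the other KO libraries *4930533B01Rik* reached at most 0.264 CPM, near the floor of 0.251 CPM. Across the 24 fits that each left out a library, the calls of *4930448K20Rik*, *4930533B01Rik* and *1700027F06Rik* were lost in 16, 12 and 4. Changed upward at day 24 were *Noxred1* (2.60, SE 0.441, adjusted p = 0.0204), *Gm597* (1.58, SE 0.287, adjusted p = 0.0222) and *Skp2* (0.91, SE 0.165, adjusted p = 0.0222). *Noxred1* is on chromosome 12 from 87221040 to 87238732, *Gm597* on chromosome 1 from 28776117 to 28780252, and *Skp2* on chromosome 15 from 9111985 to 9155425. No gene rose past the threshold at day 26.

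Transcripts of the histone-to-protamine transition and of histone chaperones were examined as a fixed list. At day 20, 2 genes passed when adjusted over the list alone and 1 over all genes tested. These were *Nutm1* (log2 fold change 1.27, SE 0.289, adjusted p over all genes = 0.0166) and *Hils1* (3.16, SE 0.922, adjusted p over all genes = 0.0738). At day 22, 5 genes passed adjusted over the list alone and 5 over all genes: *H1fnt* (3.73, SE 0.771), *Tnp1* (4.50, SE 1.09), *Tnp2* (4.46, SE 1.08), *Prm1* (5.53, SE 1.28) and *Prm2* (5.02, SE 1.19), with adjusted p-values over all genes of 0.0214 to 0.0368. At days 24 and 26, 0 of the 28 tested genes passed either way, and 2 had an unadjusted p-value under 0.05 at each of these days. Over the mean of the days 7 passed over the list alone and 6 over all genes. In this fit every gene that passed was higher in KO. Without KO_d20_4 or WT_d20_2 the day 20 count was 0 over the list alone, and without KO_d22_1 the day 22 count was 8. Over all genes tested, the day 22 calls of *H1fnt*, *Tnp1*, *Tnp2*, *Prm1* and *Prm2* were lost in 4, 7, 8, 5 and 5 of the 24 fits that each left out a library, and without KO_d22_2 their log2 fold changes were 2.73, 3.20, 3.15, 4.07 and 3.56. With the stage score as a covariate 0 passed at day 20, 1 at day 22, 6 at day 24 and 5 at day 26, and the signs of *Hils1* at day 20 and *Tnp1* at day 22 turned to -0.84 and -0.13. *Prm1* at day 22 had 20 to 1086 counts in KO libraries and 2 to 16 counts in WT libraries.

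Because these lists follow the cells present, the position of each library in the wave was measured by the stage score. At day 20 the score was -1.01 ± 1.38 in KO and -3.29 ± 0.626 in WT (SD, n = 4 each, difference 2.28, exact permutation p = 0.0571). At day 22 it was 0.70 ± 0.763 in KO and -0.34 ± 0.209 in WT (SD, n = 4 each, difference 1.04, exact permutation p = 0.0286, the smallest possible). At day 24 the genotypes differed by -0.01, and at day 26 by -0.32, without overlap. With 2 libraries per group no exact permutation test at these days can go under 0.333. Over the 4 days the mean difference was 0.75 (exact permutation p = 0.0114), higher in KO at 2 of 4 days. It ranged from 0.63 to 0.88 across the 24 fits that each left out a library. Among the alternatives the prior count of 0.5 moved it most, to 0.84.

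**Figure D3:**
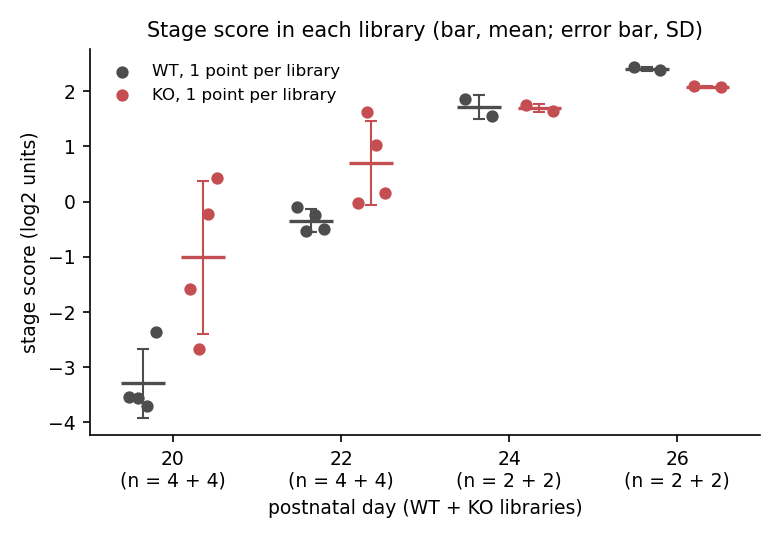
Stage score of each library, the round spermatid list score minus the pachytene list score in log2 units, by postnatal day (points, libraries, WT in grey and KO in red, with group means and SD). KO means lie above WT means at days 20 and 22, and at day 26 both KO libraries lie below both WT libraries.

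Of the 10 marker lists, 5 differed between genotypes over the 4 days at an adjusted exact permutation p-value under 0.05. The elongating spermatid list was higher in KO by 1.56 (adjusted p = 0.00227, exact permutation test) and at all 4 days, and the round spermatid list by 0.92 (adjusted p = 0.00519, exact permutation test) at 3 of 4 days. The elongating spermatid list shares *Prm1*, *Prm2*, *Prm3*, *Tnp1* and *Tnp2* with the chaperone list, so it is not independent of the calls made there. The peritubular list was lower by 0.35 (value -0.35, adjusted p = 0.00391, exact permutation test) at all 4 days. The blood list, of which *Alas2* alone could be tested, was higher by 0.40 (adjusted p = 0.00519, exact permutation test) at all 4 days. The pachytene list was higher by 0.18 at all 4 days (adjusted p = 0.0364, exact permutation test), a result lost in 9 of the 24 fits that each left out a library, among them the fit without WT_d20_2 (0.15, adjusted p = 0.0536), and when medians replaced means (0.15, adjusted p = 0.168). Not past the threshold by the same exact permutation test were spermatogonia (-0.08, adjusted p = 0.0611), Leydig cells (0.32, adjusted p = 0.188), early meiosis (-0.03, adjusted p = 0.693), epididymis (-1.03, adjusted p = 0.693, from *Crisp1* and *Adam7* alone) and Sertoli cells (0.01, adjusted p = 0.861). The spermatogonial list passed without KO_d24_1 (-0.10, adjusted p = 0.00755), KO_d22_3, WT_d22_1 or KO_d20_2, and the Leydig list without WT_d26_1 (0.41, adjusted p = 0.039). The sign turned for Sertoli cells in 6 of these fits (to -0.02 without WT_d26_2), for early meiosis without WT_d20_2 (0.01) and for epididymis without WT_d24_2 (0.21), KO_d24_1 or WT_d26_2. The epididymal transcript *Crisp1* had 230 counts or more in 9 libraries of both genotypes and 26 or fewer in the others.

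Genes of the sex chromosomes, which are silenced at meiosis, were then compared with autosomal genes. In the preranked enrichment with gene permutations the set was not shifted at day 20 (NES 1.10, permutation p = 0.188) or day 22 (NES 0.94, permutation p = 0.721). At day 24 the NES was -1.31, and at day 26 -2.72, each with the smallest p-value of 0.001 that the 1000 gene permutations can give. With the preset correlation camera gave p = 8.02e-11 at day 26 and 0.257 at day 24. With correlations estimated from the libraries the day 26 p-value was 0.0651, and fry gave 0.0136, which is 0.0544 after adjustment over the 4 days. The day 26 call therefore held under the preset correlation but not, after adjustment, under fry or an estimated correlation, and the day 24 call held under none of the 3. The sign at day 20 turned without WT_d20_1 (NES -1.89), WT_d20_3 (-1.51) or WT_d20_4 (-1.44), each past the threshold, and without WT_d20_2 the rise passed it (1.30, adjusted p = 0.0124). The sign at day 22 turned without WT_d20_2 (-0.94), KO_d22_1 (-1.16, adjusted p = 0.0421), KO_d22_2 (-0.85) or KO_d22_3 (-1.17), and without KO_d22_4 the NES was 1.46 (adjusted p = 0.00133 from gene permutations). The sign at day 24 turned to 0.93 without WT_d24_2. Among the alternatives, taking the 411 X-linked genes outside repeated families, as told by gene symbol, moved the NES most, to -2.50 at day 20. At day 26 the NES stayed between -3.06 and -2.41 across the 24 fits that each left out a library.

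At day 26, 428 of 740 sex-chromosome genes (57.8%) were lower in KO by more than 1.2-fold and 25 (3.38%) were higher. Among autosomal genes the shares were 26.1% and 19.9%. Lower by that fold were 18.7% of sex-chromosome genes at day 20, 18.9% at day 22 and 23.7% at day 24, against 11.5%, 16.6% and 15.7% of autosomal genes. Higher were 20.7%, 19.7% and 15.5% of sex-chromosome genes, against 17.8%, 14.3% and 14.7% of autosomal genes. With genes at the floor set to their bound, 14.5% of sex-chromosome genes were higher at day 20. The median log2 fold change at day 26 was -0.32 on the sex chromosomes and -0.02 on autosomes. With genes at the floor set to their bound these medians were -0.31 and -0.02, and the share lower was 57.7%. A threshold of 1.5-fold moved the day 26 shares most, to 19.2% lower and 1.49% higher on the sex chromosomes and 9.13% lower on autosomes, and gave 1.49% lower and 17.3% higher on the sex chromosomes at day 20. At day 20 the share lower was 12.03% without WT_d20_2 and 30.6% without WT_d20_1. With each library left out in turn, the 1.2-fold share higher at day 26 ranged from 3.12% to 8.5%, the highest without WT_d26_1.

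**Figure D4:**
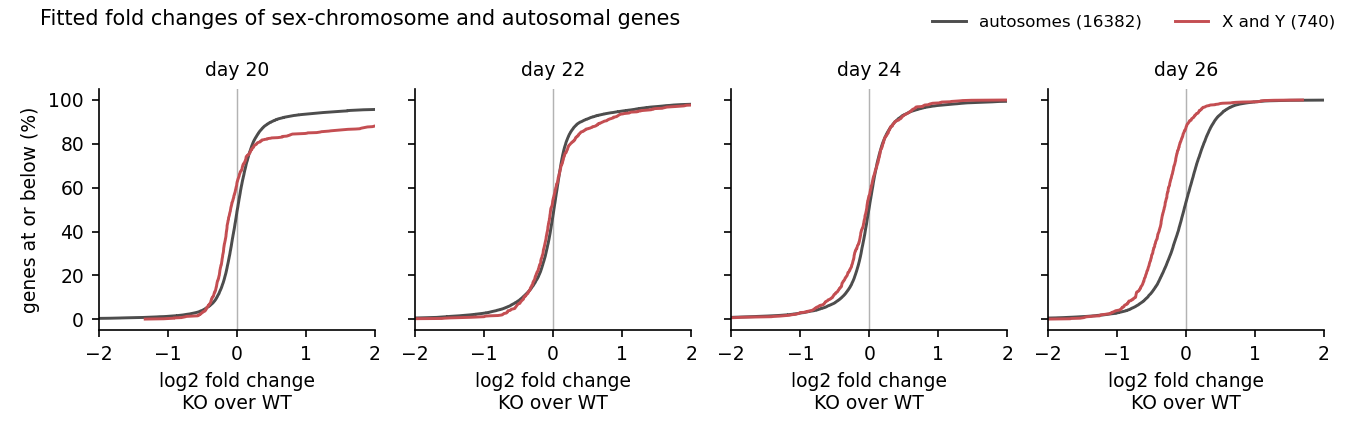
Cumulative share of genes (%) by log2 fold change of KO over WT at each postnatal day, for 740 genes of the X and Y chromosomes (red) and 16382 autosomal genes (grey). At day 26 the curve of the sex chromosomes lies to the left of that of autosomes, with medians of -0.32 and -0.02.

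With libraries as the unit of replication, the sex-chromosome score was lower in KO at 4 of 4 days, by a mean of -0.119 (exact permutation p = 0.0355). By day it was 0.13 ± 0.042 in KO and 0.25 ± 0.244 in WT at day 20 (SD, n = 4 each, exact permutation p = 0.543), and -0.08 ± 0.149 and -0.03 ± 0.026 at day 22 (SD, n = 4 each, exact permutation p = 0.657). At day 24 it was -0.07 ± 0.01 in KO and -0.03 ± 0.112 in WT, and at day 26 -0.36 ± 0.028 in KO and -0.09 ± 0.03 in WT (SD, n = 2 each). The day 26 groups did not overlap, which among 6 splits gives an exact permutation p-value of 0.333. The effect at day 26 was not shown to differ from that at day 20 (difference -0.15, exact permutation p = 0.419). The fall at day 20 rests on WT_d20_2 (0.592), as the other WT libraries (0.021 to 0.21) spanned the KO libraries (0.093 to 0.178). That at day 22 rests on KO_d22_4 (-0.272), with other KO libraries at -0.116 to 0.055 and WT at -0.061 to -0.002. The direction at these days and the comparison of days 20 and 26 therefore depend on single libraries. The mean over days did not pass the threshold without WT_d20_2 (-0.089, p = 0.0763 by the exact permutation test), without KO_d22_4 (-0.1, p = 0.0724) or without WT_d24_2 (-0.099, p = 0.0751), nor when means replaced medians (-0.065, p = 0.187).

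**Figure D5:**
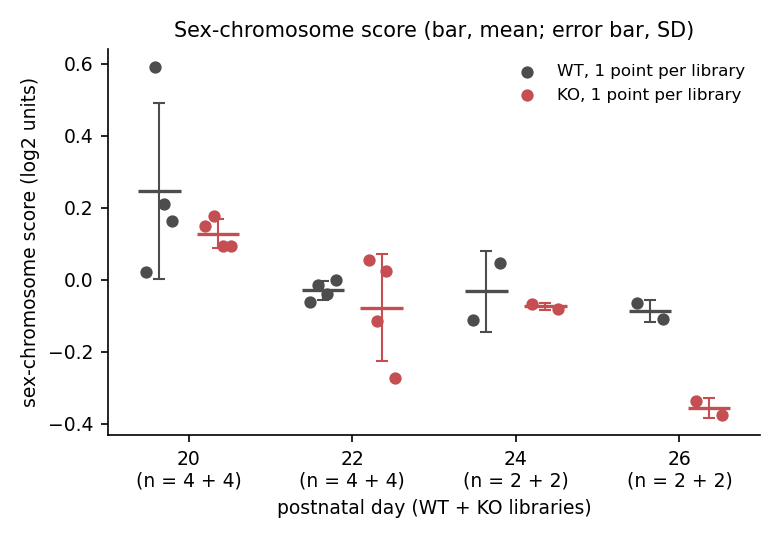
Sex-chromosome score of each library in log2 units by postnatal day (points, libraries, WT in grey and KO in red, with group means and SD). At day 26 the KO mean is -0.36 and the WT mean -0.09, and at day 20 the WT libraries have an SD of 0.244.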

Values the study reported

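The study reported that 37% of the genes taken to need H3.3 for their activity were higher without ATAD2, most of all at day 26, and that 37% of those taken to be repressed through H3.3 were lower. For sex chromosome-linked genes it reported stronger repression without ATAD2 for 51%.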

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

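Of the tests in this part, those on transfer of reads between libraries, on slopes along the wave, on the day 22 calls that hold with the stage score as a covariate and on the genes still called without WT_d20_2 were chosen after the results were seen.

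Among 155 groups of 4 libraries, a library lay far from the other 3 of its group in 9, where 7.8 are expected by chance. The number of such cases is therefore near what chance gives, which does not decide on any 1 of them. In WT_d20_4 the stage score was -2.36 (others -3.69 to -3.55) and *Tnp1* was at -1.52 log2 CPM, where the other WT libraries of day 20 had no count. In the same group WT_d20_1 had *1700027F06Rik* at -1.79 log2 CPM, and in KO_d20_4 *4930533B01Rik* was at -2.32, with no count in the other libraries of those groups. These are values of 1 to 3 counts, and no explanation was tested for them. In KO_d22_3 *A330076C08Rik* was at -0.22 log2 CPM (others 0.49 to 0.60), further from WT than the other KO libraries. No biological explanation was tested for libraries that differ within a group, as the labels part them by a replicate number alone.

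Libraries also stood apart by the kind of reads they hold. In WT_d20_2 mitochondrial ribosomal RNA made up 3.26% of the gene counts (others 0.484% to 0.816%). In KO_d22_4 pairs with several alignments made up 4.74% of the table (others 7.99% to 8.5%). Both measures can change with the handling or depletion of RNA, which the labels do not record. Leaving out WT_d20_2 lowered the number of changed genes at day 20 from 573 to 321, but leaving out WT_d20_3 (151), KO_d20_4 (185), WT_d20_1 (269) or KO_d20_3 (277) lowered it further. Leaving out KO_d20_2 raised it to 780. Without WT_d20_2, 231 of the 573 genes were still called, which argues against that library as the whole cause. For the other genes of day 20, its part and a difference between the genotypes cannot be told apart, since 141 of the 573 were still called without WT_d20_3 and 181 without KO_d20_4, which did not stand apart in this way. Without KO_d22_4 the sex-chromosome score difference was -0.1 (p = 0.0724 by the exact permutation test), and the day 26 count rose from 8 to 21.

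The epididymis score was 3.72 in KO_d20_3 (others -3.40 to -2.23) and 4.88 in KO_d22_1 (others -3.40 to -3.11). It rests on *Crisp1* and *Adam7*, since *Lcn5* (at most 462 counts in a library), *Lcn8* (at most 1) and *Defb21* (at most 17) did not pass the filter. *Crisp1* was high in 9 of the 24 libraries: 645 counts in KO_d20_3, 4694 in WT_d20_3, 1864 in KO_d22_1, 230 in WT_d22_3, 10167 in WT_d22_4, 2057 in KO_d24_2, 9372 in WT_d24_2, 1901 in KO_d26_2 and 6682 in WT_d26_2, with 26 or fewer elsewhere. Both genotypes and all 4 days are among them, and libraries of the same group differ widely: WT_d22_1 had 0 counts where WT_d22_4 had 10167. Reads that pass between libraries at a low rate would leave a small part of the highest count, whereas the second highest library had 92.2% of it. This argues against that source for the libraries with the highest counts. It does not decide for those with a small part, such as WT_d22_3 (2.26%) and KO_d20_3 (6.34%). Epididymal tissue taken with the testis may be the source. On a second list of 20 epididymal genes, fixed before its counts were looked at, 11 had 10 counts or more in a library, and 2 of these had at least 8 of their 9 highest libraries among the same 9. *Rnase9* had 420 counts in those libraries and 8 in all others, *Spag11a* 126 and 2, *Crisp4* 47 and 0, *Sult1e1* 375 and 157, *Gpx5* 18 and 6, and *Pate4* 11 and 3. *Cst8*, *Cst12*, *Mfge8*, *Rnase10* and *Ros1* were read in libraries of both kinds and part nothing, and *Lcn9*, *Lcn6* and *Lcn10* had at most 1 count in a library. Several epididymal genes thus rise together in these libraries, and neither genotype nor day parts them from the others, which argues against regulation in the testis by either. At day 20 they are replicate 3 of both genotypes and at days 24 and 26 replicate 2 of both, while at day 22 the numbers differ, and the labels do not say what a replicate number stands for. The source stays open, because most genes of the second list with counts do not single out the 9 libraries, and no biological explanation was tested.

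The KO effect on scores was compared between days in 36 exact permutation tests, of which 5 gave p under 0.05 where 1.8 are expected by chance, and none passed after adjustment (adjusted p = 0.343 for each). The effect on the stage score differed by -2.29 at day 24 (exact p = 0.0381) and by -2.6 at day 26 (exact p = 0.00952) from that at day 20. The effect on the round spermatid list differed by -2.59 at day 24 (exact p = 0.0333) and by -2.54 at day 26 (exact p = 0.0476), and that on spermatogonia by 0.26 at day 24 (exact p = 0.0429). A candidate explanation is that the KO libraries of days 20 and 22 come from testes further on in the wave than the WT libraries of those days. The changes of all genes were set against the WT change over the other days. Their correlation, the test chosen first, was 0.619 at day 20 and 0.674 at day 22, but it does not measure how far apart groups lie, so it decides nothing. The slope does. At day 20 it was 0.442, and 2 of the 35 splits of the 8 libraries, the real split included, gave one as large. At that day the spread of testes along the wave and an effect of the genotype cannot be told apart for the changes of genes as a whole, because a split that mixes the genotypes lies as far apart. At day 22 the slope was 0.246, and no other split gave one as large (-0.243 to 0.236), which is what a later position of the KO testes in the wave needs, though the margin is small. With the stage score as a covariate, 65 of the 431 genes of day 22 (15.1%) were still called, which argues against position in the wave as the whole cause at that day. At day 20, 5 of 573 were. The labels name no litters or body weights. An effect of ATAD2 loss on the timing of the wave stays among the open explanations.

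The joint test of a difference between days passed *Gm6408*, on chromosome 5 from 146481965 to 146484704, with an adjusted p-value of 0.0358 in edgeR. The gene was picked after its values were seen. Its log2 fold change was 2.64 (SE 0.326) at day 20, 0.07 (SE 0.232) at day 22, -0.78 (SE 0.335) at day 24 and 0.33 (SE 0.319) at day 26. At day 20 it had 22, 16, 36 and 32 counts in KO and 5, 1, 3 and 6 counts in WT, and at day 22 WT had 39 to 58 counts. Of 100 regroupings of the libraries within days, 5 gave at least 1 such gene, the real grouping included, so that a grouping made at random may explain a count of this size. The joint test passed 0 genes in 12 of the 16 fits that each left out a library of day 20 or 22, for example without WT_d20_2, and more genes in 3 of them, with 140 without KO_d20_2.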

How the results depend on the processing

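The results that answer a comparison were computed under 250 planned or added alternatives, apart from leaving out libraries. Of these, 186 were kept, 24 were weaker, 20 were stronger, 11 reversed and 9 moved. A result with a p-value was kept if its direction and side of the threshold held. Counts of changed genes were labelled by how far the number moved, so a kept count can differ. With no filter, 500 genes in place of 573 at day 20 was a kept count. The 9 that moved were all shares of sex-chromosome genes, which have no p-value. That label does not measure the spread between replicates. Single genes gave 252 such values, of which 208 kept direction and side of the threshold, 40 were weaker, 2 stronger and 2 reversed. The shares of sex-chromosome genes higher in KO gave 16, of which 9 moved. Where no cause is given, the cause was not tested.

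Under DESeq2 the changed genes numbered 901 at day 20 (765 higher and 136 lower), 749 at day 22 (421 and 328), 40 at day 24 (12 and 28), 153 at day 26 (77 and 76) and 1827 over the mean of the days (1073 and 754), the joint test of differences between days passed 273, and *Atad2* at day 26 passed (-1.20, adjusted p = 0.00655). On simulated counts, which had no spread shared between genes, DESeq2 had a larger share of false calls than edgeR at each day. Adjusted over the list alone, the chaperone list under DESeq2 passed 5 genes at day 20 (4 higher and 1 lower) and 1 at day 22 (higher). Size factors of DESeq2 within edgeR gave 559, 427, 15 and 6 genes at the 4 days and 1208 over their mean, and moved the median log2 fold change of all genes by at most 0.05.

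With each day fitted alone 3 genes were changed at day 20 (all of them shared), 65 at day 22 (60 shared), 11 at day 24 (6 shared) and 1984 at day 26 (8 shared, out of the 8 of the joint fit). *Atad2* then missed the threshold at day 20 (-1.68, adjusted p = 0.0645) and passed at day 26 (-1.24, adjusted p = 0.000329). The chaperone list passed 0 genes at days 20 and 22 (6 and 9 had an unadjusted p-value under 0.05 in the joint fit), 1 at day 24 and 4 at day 26 (3 higher and 1 lower). Estimated by day, the coefficient of variation between libraries was 0.243, 0.193, 0.151 and 0.118 at the 4 days, against 0.201 shared. The shared value lies below that of day 20, where the count fell, and above that of day 26, where it rose. Spread alone does not give the falls at days 22 and 24, where it was under the shared value.

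With the stage score as a covariate 5 genes were changed at day 20, 67 at day 22 (6 higher and 61 lower), 67 at day 24 (39 and 28), 26 at day 26 (6 and 20), 237 over the mean of the days (46 and 191) and 0 in the joint test of differences between days, which had 1556 genes at an unadjusted p-value under 0.05 without the covariate. The chaperone list passed 0 genes at day 20, 1 at day 22, 6 at day 24, 5 at day 26 and 1 over the mean of the days. The signs reversed for *Hils1* at day 20 (-0.84), *Tnp1* at day 22 (-0.13) and the sex-chromosome set at day 22 (NES -1.20). The score is built from the same libraries and takes up part of any genotype effect on the cells present.

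The epididymis score as a covariate was chosen after seeing the data. It gave 27 changed genes at day 24 and 4 in the joint test of differences between days.

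Replicate numbers were not taken to pair the libraries, since same-numbered libraries did not deviate together at every day. Residual correlations of KO and WT libraries of the same number were 0.07 to 0.41 at day 20, -0.46 to -0.03 at day 22, 0.39 at day 24 and 0.42 at day 26. Taken as a block all the same, they gave 595, 365, 9 (7 shared) and 5 (4 shared) changed genes at the 4 days and 1298 over their mean (1018 shared), an NES of -0.97 for the sex-chromosome set at day 22, and a pachytene difference of 0.178 with an adjusted p-value of 0.0674. Among named genes the block lost the calls of *4933406K04Rik* and *Mdga2* at days 24 and 26, of *Gm597* and *Skp2* at day 24 and of *Tnp1*, *Tnp2* and *Prm2* at day 22 over all genes tested, and gained that of *Hils1* at day 20. It changed no other call that the report gives for a gene by name.

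The sex-chromosome set at days 20 and 22 depended on how it was tested. Ranking by log2 fold change gave an NES of 1.45 at day 20 and 1.32 at day 22, both past the threshold. X-linked genes outside repeated families gave -2.50 and -1.24, and genes with a mean CPM of at least 1 gave -1.49 at day 20. The direction was down, without a call, in camera with the preset correlation at day 20 (p = 0.125) and day 22 (p = 0.582), in camera with an estimated correlation (p = 0.65 and 0.869) and in fry at day 22 (p = 0.809). At day 24 these 3 tests gave p = 0.257, 0.734 and 0.723, and at day 26 an estimated correlation gave 0.0651 and fry 0.0136 (0.0544 after adjustment). Across all of its alternatives with an NES the day 26 value stayed between -3.09 and -2.21.

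Exchanging means and medians moved the sex-chromosome score difference to -0.065 (p = 0.187, exact permutation test), Sertoli cells to -0.042 and the pachytene list to 0.15 (adjusted p = 0.168). The stage score difference stayed between 0.75 and 0.84 and past its threshold in all of its alternatives. A fold of 1.5 in place of 1.2 gave shares of sex-chromosome genes lower in KO of 1.49%, 4.59%, 8.92% and 19.2% at the 4 days. The 1.2-fold share was 15.7% at day 22 with a mean CPM of at least 1, 27.4% at day 24 with no filter, and at day 26 53.3% with no filter, 53.3% with a mean CPM of at least 1 and 50.5% with DESeq2 fold changes. With no filter the chaperone list passed 1 gene at day 20.

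Leaving out each library in turn gave 862 values of the same results, labelled in the same way: 750 were kept, 53 were weaker, 17 stronger, 18 reversed and 24 moved. Where this left 1 library in a group of days 24 or 26, no call was made. Changed genes numbered 151 (without WT_d20_3) to 780 (without KO_d20_2) at day 20, 60 (without WT_d22_4) to 858 (without KO_d22_1) at day 22, where the balance of 217 higher and 214 lower moved to 6 and 54 without WT_d22_4, 12 and 62 without WT_d22_3, 33 and 107 without WT_d22_2, 19 and 79 without KO_d22_2 and 342 and 138 without KO_d22_4, 15 to 23 (without WT_d20_2) at day 24, 6 to 103 (without WT_d20_2) at day 26, 302 (without WT_d24_2) to 1737 (without KO_d22_1) over the mean of the days, and 0 to 140 (without KO_d20_2) in the joint test. The chaperone list passed 0 (without KO_d20_4 or WT_d20_2) to 3 genes at day 20 and 5 to 8 (without KO_d22_1) at day 22. *Atad2* at day 26 ranged from -1.38 to -1.09. The NES ranged from -1.89 (without WT_d20_1) to 1.30 (without WT_d20_2) at day 20, -1.17 (without KO_d22_3) to 1.46 (without KO_d22_4) at day 22, -1.64 (without WT_d24_1) to 0.93 (without WT_d24_2) at day 24 and -3.06 to -2.41 at day 26. The sex-chromosome score difference ranged from -0.139 to -0.089. List differences ranged from -0.017 to 0.035 for Sertoli cells, 0.22 to 0.41 for Leydig cells, -0.102 to -0.066 for spermatogonia, -0.056 to 0.009 for early meiosis, 0.15 to 0.20 for pachytene and -2.27 (without WT_d24_1) to 0.21 (without WT_d24_2) for epididymis. The 1.2-fold shares ranged from 12.03% (without WT_d20_2) to 30.6% (without WT_d20_1) at day 20, 13.2% to 26.6% at day 22, 21.9% to 29.6% at day 24 and 51% (without WT_d26_1) to 60.0% (without WT_d26_2) at day 26.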

Other observations

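The tests of library depth, of distances between changed genes, of epididymal tissue behind the sex-chromosome result and of mislabelled libraries were chosen after the results were seen.

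Random groupings set the weight of the counts of changed genes. Of the 35 splits of the 8 libraries of day 20 into groups of 4, 4 gave at least the 573 genes of the real split, itself included, and the others gave 1910, 1125 and 1099. The count at day 20 is therefore no larger than some groupings that mix the genotypes. Of the 35 splits of day 22, 1 gave at least 431 genes, the real split. Of 100 regroupings within days, 1 gave at least 1215 genes over the mean of the 4 days, the real grouping. For the chaperone list, 3 of 35 splits passed at least 2 genes at day 20, 8 of 35 passed at least 5 at day 22, and 3 of 100 regroupings passed at least 7 over the mean of the days. The numbers of list genes that passed at days 20 and 22 are thus within what splits of those days give at random. The KO libraries of day 20 were deeper than the WT libraries by 1231497 counts on average (exact permutation p = 0.343). After the 8 libraries of day 20 were thinned at random to the lowest of their totals, 518 genes were called, and 500 of the 573 (87.3%) were among them with the same sign, which argues against depth as the source of most of the day 20 changes.

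At day 26, fitted alone, 1984 genes were changed. The other 2 splits of these 4 libraries gave 11 and 0. With 3 splits in all, of which 1 gave as many, the genotype and a random grouping cannot be told apart for this count. Of the sex-chromosome genes, 100 were lower and 0 higher in it, where in the joint fit 25 of 740 were higher by more than 1.2-fold.

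The genes changed over the mean of the days may partly reflect the position of testes in the wave. With the stage score as a covariate 223 of the 1215 genes (18.4%) were still called, 177 lower and 46 higher, which argues against that position as the whole cause. Strain differences were tested in 3 ways. Within 20 Mb of *Atad2*, 17 of 202 genes (8.42%) were changed, against 1197 of 16967 (7.05%) elsewhere (two-sided Fisher p = 0.409), which argues against variants carried along with the targeted allele as the source of most changes. *Nnt*, in which a C57BL/6 substrain carries a deletion, differed by 0.23 (SE 0.111, adjusted p = 0.223 in edgeR), with no library near 0, which argues against a mixture of those substrains. Among the 191 genes lower with the stage score as a covariate, 74 pairs lay within 5 Mb of each other (random draws of as many genes 66 to 160, median 99) and 3 pairs were next to each other on a chromosome (329 of 1000 draws gave as many), and 381 of 1000 draws were spread over the chromosomes as unevenly, which argues against blocks of another haplotype as the source of most of these genes. The changed genes as a whole were spread unevenly over the chromosomes, from 10.7% of genes on chromosome 1 to 5.19% on chromosome 11 among autosomes, and 0 of 1000 random draws were as uneven. They had 3547 pairs within 5 Mb, where random draws gave 3594 to 4410. The cause of the uneven spread was not tested, and strain differences are not excluded for the changed genes as a whole. An effect of ATAD2 loss on these genes is a hypothesis that these tests leave open, as are litter and housing, which the labels do not give.

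Several of the genes lower in KO at all 4 days, or at day 22, are known from the nervous system. A list of 16 abundant nervous tissue genes was fixed before its values were looked at to test whether such tissue in WT libraries might be the source. Of these, 10 were tested, 7 lower and 3 higher in KO, none of them changed past the threshold. Their median log2 fold change over the mean of the days was -0.17, with *Mbp* at 0.24, and the largest fall was -1.16 for *Camk2a*, whereas *A330076C08Rik*, *Asb4* and *4933406K04Rik* were at -2.80, -2.82 and -2.695. Nervous tissue would lower its abundant transcripts as far, so these values argue against it.

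The fall of sex-chromosome genes in KO at day 26 was tested against 4 technical explanations. Against autosomal genes matched on mean level and on their WT change from day 20 to day 24, the median difference at day 26 was -0.23, where 1000 random sets of autosomal genes gave -0.05 to 0.04. At days 20, 22 and 24 it was -0.04 (random sets -0.02 to 0.03), -0.06 (-0.03 to 0.03) and -0.09 (-0.03 to 0.03), so that 0 of 1000 random sets were as low at any of the 4 days. At day 26 it was -0.41 for genes that rise in WT and -0.16 for genes that fall. A position in the wave that acts alike on all chromosomes would leave no such difference. The test does not exclude a position that acts otherwise on sex chromosomes, whose genes are silenced at meiosis. The stage score at day 26 was 2.08 in KO and 2.40 in WT, without overlap. The range of the random sets also ignores correlation between genes. Among the 250 sex-chromosome genes of high expression 234 (93.6%) were lower, with a median difference of -0.32 from autosomal genes of high expression, which argues against low counts. Among 411 X-linked genes outside repeated families the NES was -2.78, which argues against reads shared between copies for the genes kept. Families were told by gene symbol and not by copy number, and numbered Gm genes and Rik genes were left out. The same choice moved the NES at day 20 from 1.10 to -2.50, so it may change more than the sharing of reads. With the epididymis score as a covariate the day 26 NES of the sex-chromosome set was -2.75, which argues against epididymal tissue. These values are consistent with lower output of the sex chromosomes in *Atad2* KO testes at day 26. This is a hypothesis, as the KO and WT groups have 2 libraries each at that day. A change in the share of cells that carry active or silenced sex chromosomes was not excluded. At day 26 the pachytene list, for cells in meiosis, was at 0.68 in KO and 0.30 in WT, without overlap. This goes with such a change. The effect on the sex-chromosome score was not shown to differ from that at day 20 (difference in score -0.15, exact permutation p = 0.419). That comparison depends on WT_d20_2, on which the fall at day 20 rests.

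*Atad2* counts remained in KO, but every KO library lay below every WT library at 4 of 4 days, which argues against a mislabelled library. The study describes an allele that keeps the first exons of the gene, fused to a *lacZ* reporter, and lacks a later exon. It reports X-gal staining of KO tubules from that reporter. Reads from the kept exons can therefore remain in KO. What part of the remaining counts they make up was not tested, since the counts do not separate exons.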
